A study of Mus musculus with 4 samples.

How the data were processed

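The samples were hypothalami of C57BL/6J mice at 4 ages, 1 sample per age, per the labels. The titles name the ages E11, E14, P0 and P7, while other labels give 11.5 and 14.5 for the embryonic days and 7.5 for the last postnatal day. The names in the titles are used here. The labels also differ on the exact day of the tamoxifen dose, and neither day was used in a calculation. Per the labels' protocols, hypothalami were microdissected and dissociated, live tdTomato-positive cells were sorted by fluorescence, and 3-prime libraries were made on a 10x Genomics Chromium controller with version 3 chemistry from polyA RNA and sequenced on a NovaSeq instrument. This chemistry tags each captured RNA molecule with a UMI, so that a count is a number of molecules and not of reads. It captures the 3-prime ends of polyadenylated RNA, so RNA without such an end, or with sequence shared between genes near it, is counted poorly.

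The deposited values are UMI counts per gene and cell, in 1 table for the whole series, and no normalization by the authors showed in them. The table held 0 values that were negative or not whole, and totals differed from cell to cell. The aligner, the counting program, the genome build, the annotation and the filter on cells are not stated in the labels, so no coordinates are given and genes are named by the symbols of the table. 28368 of its 28879 symbols matched a reference list of mouse genes. The table held 0 repeated gene names and 0 repeated barcodes, and 0 cells lay outside the 4 samples. Cells had been filtered before deposit, since genes per cell ran from 2001 to 7998, UMIs per cell ended at 49935 and mitochondrial UMIs at 5.00%. A filter of this kind removes cells with little or much RNA, which differ between classes, so shares of classes are shares of what it left. In the runs numbered 1 the cells left also had at least 1 tdTomato UMI each, with 0 exceptions, a selection that the labels do not describe and that the other runs did not share. The level of tdTomato in those runs is therefore raised by construction, most of all in shallow cells.

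Each cell was assigned to its age and run through the start of its name in the table, which gives an age and, for all ages but P7, a run number 1 or 2. A sample's runs were pooled for its main value and compared as batches. Median UMIs per cell by run were 9670 and 15369 for E11 runs 1 and 2, 8198.5 and 8448 for E14, 6059 and 10053 for P0, and 11174 for P7. With 1 sample per age there was no replicate, so cells were not used as replicates and no p-value, standard error or number of changed genes was computed. Counting intervals at the 95% level are exact Poisson for sums of counts and exact Clopper-Pearson for shares of cells. The upper limit of a class with no cells is 3 cells out of the total.

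Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and Scanpy 1.11.5, and matplotlib 3.10.9 for plots. Cells of all ages were clustered together, without correction for batch or age. Counts were scaled per cell and log-transformed, 2000 variable genes were chosen, and 30 principal components, 20 nearest neighbours with shared-neighbour weights, and Leiden clustering at resolution 1 gave 44 clusters. All 252 genes of the fixed lists (cell type markers, and genes of transmitters, neuropeptides, maturation, progenitor time, region, proliferation and sex) and mitochondrial genes were kept out of the variable genes, so that classes were not drawn by the genes later compared. Clusters without a clear name were split once more, which split 7 and gave 90 in the end. Of these, 72 had over 90% of their cells from a single run.

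Names came from 13 marker lists. A marker was standardised within each run, and a class's score in a cluster was the mean over its markers and cells. A class could name a cluster if its score was above 0 and at least 3 of its markers had a UMI in at least 25% of the cells. The name went to the class with most markers among the cluster's 10 leading genes by fold (with 5 CPM added), and among equals to the highest score. A cluster was split once more where that class did not also have the highest score with a lead of 0.1, and its parts were named by the same order. A part kept a name although another class scored higher if it had at least 2 markers of the named class among its leading genes, more than of any other, and kept one with a lead under 0.1 if it had at least 1. This gave 2 parts of 357 cells the name tanycyte-like and 3 parts of 359 cells the name intermediate progenitor-like. A part of 61 cells was named radial glia-like although its fibroblast-like score was higher, since too few fibroblast markers were detected for that name. The other parts without a clear class stayed unnamed, as did clusters led by genes of a class that could not name them, clusters with over 50% called doublets, and clusters without a leading marker at a depth under 0.333 of the median of their sample. The score over single cells named the class in the per-cell alternative. These naming rules, their limits, the splitting, the standardisation within runs, and a short list of pallial and sensory ganglion genes that bars the name intermediate progenitor-like were set after the clusters had been seen. Unnamed cells were 1.96% at E11, 7.56% at E14, 2.04% at P0 and 2.27% at P7. The measure by which each comparison was followed through the alternatives was also chosen after class shares had been seen, namely the GABA share among cells with 1 kind of gene, the summed neuropeptide CPM, and the ratios of Syp, Sox11, Hmga2 and Nfia. The genes drawn in the plots were picked by hand from the fixed lists. 9 of the 13 classes were found. Microglia- and endothelial-like cells, which had been planned as background for transmitter genes, were not among them. The 8 haemoglobin genes were left out of naming because they were found in clusters of several classes of a run, as free RNA would be. In P0 run 1, Hbb-bs had a UMI in 24.7 to 42.9% of cells over 6 clusters, and in E11 run 2 Hbb-y in 37.7 to 40.3% over 4. Stress or immune genes were among the leading genes of a few small named clusters, with Atf3 and Klf2 in tanycyte-like, Ifitm3 in ependymal-like and H2-Ab1 in neuron-like clusters.

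Doublets were called with Scrublet per run at an expected 6%. Called shares were 1.10% and 1.66% in E11 runs 1 and 2, 2.25% and 7.63% in E14, 0.816% and 1.49% in P0, and 2.79% in P7. Called cells were kept in the main values and left out in an alternative. For shares of cells with a UMI, each cell was thinned at random to 2000 UMIs with a fixed seed. No cell was shallower, so none was left out. Unthinned shares are given beside them. Levels are counts summed over the cells of a class and age, divided by all UMIs of those cells, in counts per 1000000 UMIs (CPM). A deeper cell weighs more in such a sum, which the mean of per-cell CPM undoes. Ratios between neighbouring ages are log2 ratios of CPM with a pseudocount of 1 CPM. Their intervals combine by squares the Poisson intervals of both levels, each with the pseudocount added. The genes named for each pair, in all, radial glia-like and neuron-like cells, are the 5 with the highest and the 5 with the lowest ratio among those with a mean of at least 50 CPM, leaving out haemoglobin, mitochondrially encoded and sex genes. From the fixed lists, genes with at least 50 CPM at any age or tied to a question of the design are named, and some genes and a part of 1 comparison are not reported here. This rule, the gene and marker lists, the clustering resolution, the number of principal components, the depth of thinning and most alternatives were chosen before the data were examined. A gene list's median ratio was set against 10000 random lists of the same size matched on mean expression. For the proliferation genes in radial glia-like cells its percentile was 2.91 from E11 to E14, 3.62 from E14 to P0 and 100.0 from P0 to P7, which was not read, because cell cycle genes led clusters of that class. Diversity is the exponential of the Shannon entropy of clusters among equal numbers of neuron-like cells, clustered anew for each age and draw.

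The interval of a ratio was checked on simulated counts, drawn at the mean levels and summed depths of the real pairs with 200 genes changed by known folds. Over the comparisons of pairs and cell sets, the intervals held the true ratio for 92.5 to 97.0% of the changed and 94.7 to 95.6% of the other genes, and the 10 largest ratios of each comparison all had a change of 4-fold up or down. Alternatives covered the clustering resolution, the genes used for it, the number of principal components, doublets, the class of a cell, depth and the number of UMIs required, scaling between ages, the way cells were summed, the pseudocount and the limit on low genes. Others, chosen after seeing the data, standardised markers over all cells, required at least 5000 UMIs per cell, left out the runs numbered 1 or the fibroblast-like cells, and used resolution 0.5 for transmitter genes. A planned filter of at least 2000 UMIs and at most 10% mitochondrial UMIs removed no cell, so it could change nothing and is not counted as an alternative. Sex was read from Xist and Y-linked genes for each run.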

Results

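Single cells were profiled from the hypothalamus of mice at 4 ages, with 1 sample per age: embryonic days 11 and 14 (E11 and E14), the day of birth (P0) and postnatal day 7 (P7). The animals carried the Rax-CreERT2 driver, in which a tamoxifen-inducible Cre recombinase is made where the gene Rax is active, and the Ai14 reporter, which makes the red fluorescent protein tdTomato after recombination. A single dose of tamoxifen was given shortly before the earliest collection, so that cells descending from Rax-expressing neuroepithelium carried the label, and live tdTomato-positive cells were sorted before droplet capture. The design therefore asks which cell classes the labelled lineage held at each age, and how expression within a class differed between ages. No age had a replicate, so no test between ages was possible. Values are given with 95% intervals, exact Poisson for counts and exact Clopper-Pearson for shares, which cover counting error only.

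In all, 43261 cells and 492119412 unique molecular identifiers (UMIs) over 28879 genes were analysed. The E11 sample held 5114 cells with 80085701 UMIs and a median of 14781 per cell. At E14 there were 17150 cells, 163088747 UMIs and a median of 8444.5. The P0 sample held 12080 cells, 125846493 UMIs and a median of 9351, and the P7 sample 8917 cells, 123098471 UMIs and a median of 11174. Cells ranged from 2956 to 49935 UMIs and from 2001 to 7998 genes. Median depth differed between ages, so shares of cells with a UMI were compared after each cell was thinned to 2000 UMIs.

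Cell barcodes carried run numbers, with 2 runs, 1 and 2, at each of E11, E14 and P0 and a single run at P7. Run 1 held 725 cells at E11, 356 at E14 and 2452 at P0, and run 2 held 4389, 16794 and 9628 cells. What separated the runs is not stated, and runs were treated as batches, not as replicates. The runs numbered 1 differed from the rest in how cells had been kept. Every one of their cells had at least 1 tdTomato UMI, where a Poisson draw at the depth of each cell would leave 223 cells at E11, 98.9 at E14 and 105 at P0 without one. In the runs numbered 2, 557, 810 and 353 cells had no tdTomato UMI, and at P7 there were 74. Exactly 1 tdTomato UMI was found in 562 of the 725 cells of E11 run 1. The sexes of the animals also differed between runs. E11 run 1 and E14 run 1 had 0 counts of the 4 Y-linked genes, P0 run 1 and P7 had 10 and 15 counts of Xist, and run 2 held cells of both sexes at E11, E14 and P0. Cells with Xist and no Y-linked UMI made up 24.7%, 70.7% and 26.5% of run 2 at those ages, so age and the mixture of sexes varied together. Class shares, shares of cells with a UMI, levels and the directions of named genes at E11, E14 and P0 were recomputed within the runs numbered 1 and within those numbered 2 where these held enough cells. Median ratio sizes and diversity were recomputed only with the runs numbered 1 left out. The runs numbered 2 hold most cells of these ages and so largely set the values over both, which they could hardly contradict. The runs numbered 1 are the separate check. That check is weaker for pairs with E14. Before splitting, 333 of the 356 cells of E14 run 1 lay in clusters where E11 cells outnumbered those of E14 run 2. An age near E11 and a batch shared by the runs numbered 1 both stayed open for that run. Directions within the runs numbered 1 may reflect either.

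The first comparison asked which classes the labelled cells formed at each age. Clusters were named from marker genes fixed in advance, and the names describe marker expression only. Radial glia-like cells, the progenitors of this tissue, made up 31.8% (95% interval 30.6 to 33.1%) of the E11 cells, 8.13% (95% interval 7.72 to 8.55%) at E14, 18.8% (95% interval 18.1 to 19.5%) at P0 and 2.73% (95% interval 2.40 to 3.08%) at P7. Intermediate progenitor-like cells, marked by Notch ligand and related genes, accounted for 13.9% (95% interval 13.0 to 14.9%), 16.5% (95% interval 16.0 to 17.1%), 4.74% (95% interval 4.36 to 5.13%) and 1.87% (95% interval 1.60 to 2.18%) at the same ages. Neuron-like cells rose from 43.9% (95% interval 42.6 to 45.3%) at E11 to 67.8% (95% interval 67.0 to 68.5%) at E14, and stood at 61.6% (95% interval 60.7 to 62.4%) at P0 and 29.6% (95% interval 28.7 to 30.6%) at P7. The latter classes added up to 57.9% at E11, 84.3% at E14, 66.3% at P0 and 31.5% at P7.

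Glia-like classes were found mainly after birth. Oligodendrocyte precursor-like cells were 0.0233% of E14 cells, 2.78% of P0 cells and 32.1% (95% interval 31.2 to 33.1%) of P7 cells, where they were the largest class. Astrocyte-like cells made up 5.55% at P0 and 14.4% (95% interval 13.6 to 15.1%) at P7, and tanycyte-like cells, the glia lining the third ventricle, 4.11% and 8.60% (95% interval 8.03 to 9.20%). Of the 497 tanycyte-like cells at P0, 352 lay in 2 clusters whose leading genes held markers of this class while another class had the higher marker score, so the P0 share rests on the order of these rules. Ependymal-like cells were 0.389% at P0 and 5.57% at P7, and oligodendrocyte-like cells 0.0579% and 2.85%. At E11 no cell fell into the oligodendrocyte precursor-, astrocyte-, tanycyte- or ependymal-like classes, which allows a share of up to 0.0587%. For astrocyte-like cells at E14 the same limit was 0.0175%. No cluster was named microglia-, endothelial-, mural- or erythroid-like at any age. Fibroblast-like cells were found at E11 alone, at 8.33% of cells. Clusters left unnamed held 1.96% at E11, 7.56% at E14, 2.04% at P0 and 2.27% at P7.

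**Figure D1:**
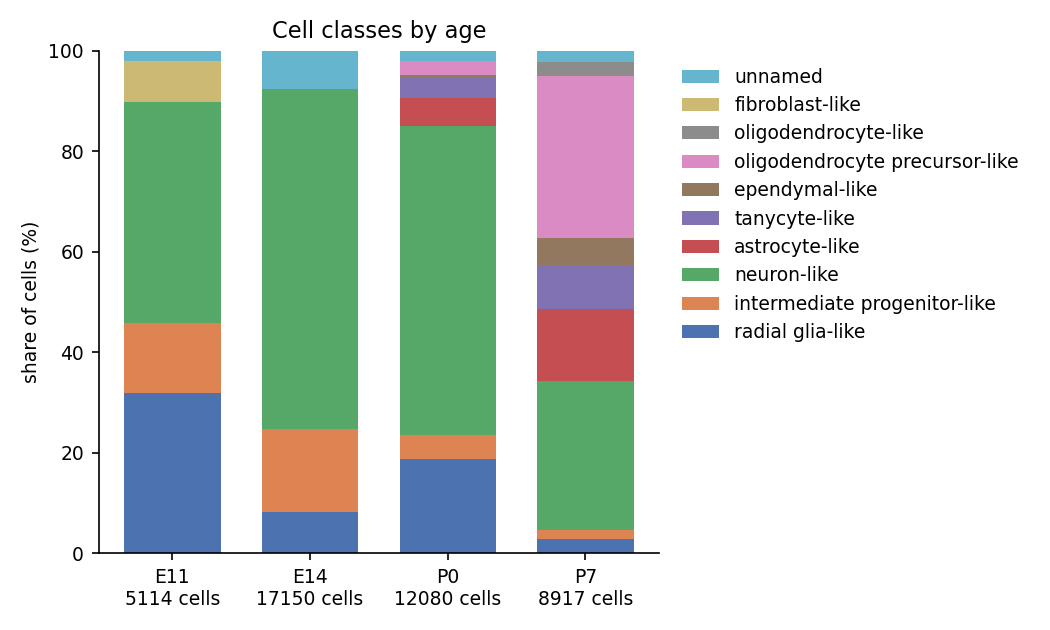
Stacked bars give the share of cells (%) in each marker-defined class at E11, E14, P0 and P7, with the number of cells under each bar. Neuron-like cells were the largest class at E11, E14 and P0, and oligodendrocyte precursor-like cells at P7 (32.1%).

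Several of these differences depended on the run. The radial glia-like share at E11, E14 and P0 was 17.4%, 17.4% and 37.4% in the runs numbered 1 and 34.2%, 7.93% and 14.001% in those numbered 2, so the rise from E14 to P0 held in both. E11 run 1 was mostly fibroblast-like, a class that E14 lacked. With those cells left out its radial glia-like share was 40.8% (95% interval 35.2 to 46.5%), so the fall from E11 to E14 held in both run numbers among the other cells. For neuron-like cells the shares were 12.3%, 56.2% and 57.3% in the runs numbered 1 and 49.2%, 68.0% and 62.7% in those numbered 2. The rise from E11 to E14 held in both, also from the 28.8% of E11 run 1 without fibroblast-like cells, and the fall from E14 to P0 held in the runs numbered 2 only. Intermediate progenitor-like cells made up 0.276%, 20.5% and 0.245% in the runs numbered 1 and 16.2%, 16.4% and 5.88% in those numbered 2. They were fewer at P0 than at E14 in both. In the main clustering they did not differ between E11 and E14 in run 2 beyond counting error. With the runs numbered 1 left out and the cells clustered anew, they made up 13.9% at E11 and 18.9% at E14. The fibroblast-like cells came almost wholly from E11 run 1, where they made up 57.4% of cells against 0.228% in run 2. Astrocyte-like cells at P0 came from run 2 alone, at 6.97%. Each of the 90 clusters had over 50% of its cells from 1 run and 72 had over 90%, so a cluster here can stand for a run and an age as well as for a kind of cell. Naming moved these shares more than counting error did. With markers standardised over all cells in place of within each run, 0.450% of E11 cells were neuron-like and 67.6% intermediate progenitor-like. At E11 the split between these classes thus depended on how the markers were standardised. The directions given for neuron-like cells depended on naming as well. With each cell given the class of its own highest marker score, their shares were 35.1% at E11, 33.8% at E14 and 48.0% at P0, so the rise from E11 to E14 was absent and the change from E14 to P0 was a rise. With called doublets left out they were 61.7% at E14 and 62.5% at P0, without a fall.

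Cycling was compared as the share of cells with a UMI of Mki67 or Top2a at 2000 UMIs per cell. Over all cells it was 22.6% (95% interval 21.5 to 23.8%) at E11, 3.94% (95% interval 3.66 to 4.24%) at E14, 6.2003% (95% interval 5.78 to 6.65%) at P0 and 11.8% (95% interval 11.18 to 12.5%) at P7. Without thinning, which moved these values most, the shares were 47.8% at E11, 9.48% at E14, 10.6% at P0 and 23.2% at P7. In summed counts, scaled to counts per 1000000 UMIs (CPM), Mki67 stood at 103 CPM at E11, 13.5 at E14, 57.2 at P0 and 44.1 at P7 in all cells, and Top2a at 176 CPM at E11, 42.1 at E14, 79.4 at P0 and 114 at P7, so the order of P0 and P7 differed between the genes and none was read from the share. The rise from E14 to P0 held in the runs numbered 2, from 3.72% to 6.50%, and was reversed in the runs numbered 1, from 14.6% to 5.02%. E11 runs 1 and 2 stood at 39.3% and 19.9%. Without the fibroblast-like cells E11 run 1 stood at 27.2% (95% interval 22.3 to 32.5%), still above E14 run 1, where the interval was 11.11 to 18.7%. The other genes of the fixed proliferation list did not all rise from E14 to P0. Over all cells Cenpf, Ccnb1, Cdk1 and Pcna rose, and Mcm2 fell from 26.8 to 11.6 CPM, Mcm5 from 14.8 to 11.8, Tyms from 32.9 to 20.6 and Rrm2 from 29.6 to 20.1. These genes, which act in DNA replication, fell in both run numbers, with Mcm2 at 44.7 and 6.14 CPM in the runs numbered 1 and at 26.4 and 12.5 in those numbered 2. Cenpf, Ccnb1, Cdk1 and Pcna rose within the runs numbered 2 only. Within the runs numbered 1 they fell, from 71.8 to 33.6, 127 to 31.1, 71.0 to 26.0 and 121 to 48.1 CPM. The rise of the share with Mki67 or Top2a was thus not read as more division. Neuron-like cells, which should not divide, had 3.25% at E11, 1.26% at E14, 0.753% at P0 and 1.32% at P7 at median depths of 15226, 9226, 9767 and 19845.5 UMIs, and 20.3% at E11, 5.81% at E14, 3.12% at P0 and 10.3% at P7 without thinning. These shares were taken as background. In intermediate progenitor-like cells the share was 7.29% at E11, 1.98% at E14, 4.37% at P0 and 5.99% at P7, at median depths of 13427, 7212.5, 9848.5 and 12019 UMIs, above the neuron-like share of each age beyond counting error. Unthinned it was 27.9% at E11, 7.13% at E14, 12.2% at P0 and 18.6% at P7. Oligodendrocyte precursor-like cells reached 27.7% (95% interval 23.0 to 32.8%) at P0 and 19.8% (95% interval 18.4 to 21.3%) at P7, or 37.2% and 32.1% unthinned, at median depths of 6951 and 8212 UMIs.

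Radial glia-like cells were cycling in 814 of 1628 cells at E11 and in 32.2% at E14, 21.4% at P0 and 64.2% at P7. These values were not compared between ages, because 1 cluster led by cell cycle genes held 99.9% of the class at E11 and another held 81.9% at P7, so that the class itself was partly drawn by cycling. At P7 part of the share over all cells came from ependymal-like cells, 44.9% of which had a UMI of either gene. These cells carried 459.5 CPM of Top2a and 11.12 CPM of Mki67, a combination unlike that of the dividing classes. With them left out the P7 share was 9.89%.

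The next comparison concerned the transmitter identity of neuron-like cells. Slc17a6, which encodes a vesicular glutamate transporter, had a UMI in 16.9% (95% interval 15.3 to 18.5%) at E11, 9.82% (95% interval 9.28 to 10.4%) at E14, 13.0% (95% interval 12.2 to 13.8%) at P0 and 21.5% (95% interval 19.9 to 23.1%) at P7 at 2000 UMIs per cell. At least 1 of the GABA genes Slc32a1, Gad1 and Gad2 had a UMI in 24.0% (95% interval 22.2 to 25.8%) at E11, 28.2% (95% interval 27.4 to 29.0%) at E14, 33.4% (95% interval 32.4 to 34.5%) at P0 and 46.9% (95% interval 44.9 to 48.8%) at P7. Without thinning, the shares were 48.4% at E11, 34.1% at E14, 35.0% at P0 and 45.1% at P7 for Slc17a6, and 37.2% at E11, 51.2% at E14, 59.8% at P0 and 71.2% at P7 for the GABA genes, at median depths of 15226, 9226, 9767 and 19845.5 UMIs. In summed counts Slc17a6 stood at 114 CPM at E11, 58.8 at E14, 98.1 at P0 and 187 at P7, in the same order as its share. The GABA genes summed to 215 CPM at E11, 193 at E14, 265 at P0 and 492 at P7, which fell from E11 to E14 while the share rose, so no order of those ages was read. From E14 to P0 and from P0 to P7 both measures rose. Gad1 rose throughout, with 23.5 CPM at E11, 44.4 at E14, 91.0 at P0 and 195 at P7, while Gad2 was highest at P7 and E11, with 139 CPM at E11, 104 at E14, 109.6 at P0 and 144 at P7. Slc32a1 stood at 52.4 CPM at E11, 44.4 at E14, 64.1 at P0 and 153 at P7. Background was taken from classes that should lack these genes. Of oligodendrocyte-like cells at P7, with a median depth of 11268 UMIs, 0% had a UMI of Slc17a6 and 3.15% of a GABA gene. Of fibroblast-like cells at E11, with a median of 10891.5 UMIs, 0.704% and 0% had one. Radial glia-like cells had a GABA gene in 1.97% at E11, 9.04% at E14, 5.03% at P0 and 4.94% at P7. The neuron-like shares lay above these at every age.

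**Figure D2:**
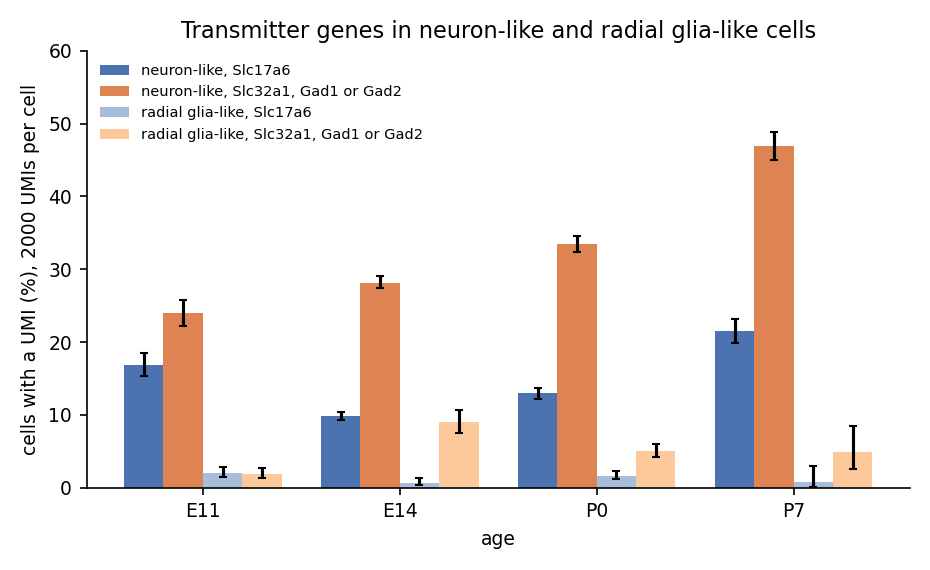
Bars give the share of cells (%) with at least 1 UMI of Slc17a6 (blue) or of Slc32a1, Gad1 or Gad2 (orange) at 2000 UMIs per cell, in neuron-like cells (dark) and radial glia-like cells (light) at each age; error bars are 95% Clopper-Pearson intervals. The GABA gene share in neuron-like cells rose from 28.2% at E14 to 46.9% at P7, and Slc17a6 was lowest at E14.

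Both kinds of gene were found in 0.134% at E11, 0.809% at E14, 0.820% at P0 and 1.97% at P7 of neuron-like cells at 2000 UMIs, and neither in 59.3% at E11, 62.8% at E14, 54.4% at P0 and 33.6% at P7. Among cells with 1 kind only, the GABA share was 58.8% (95% interval 55.5 to 62.0%) at E11, 75.2% (95% interval 73.9 to 76.5%) at E14, 72.9% (95% interval 71.3 to 74.4%) at P0 and 69.7% (95% interval 67.4 to 71.9%) at P7. It was lowest at E11 under every alternative, and the order of the later ages was not stable. The alternative that moved it most, requiring at least 2 UMIs, gave 75.1% at E11, 91.3% at E14, 84.8% at P0 and 77.5% at P7. Within runs this share was 57.6% in E11 run 2, 74.6% and 75.2% in E14 runs 1 and 2, and 76.0% and 72.2% in P0 runs 1 and 2. E11 run 1 held 89 neuron-like cells, too few to give one. The fall of Slc17a6 from E11 to E14 in CPM held in run 2 and not in run 1. Its rise from E14 to P0 held in run 2, from 9.82% to 13.7%, and was absent in run 1, from 10.0% to 9.67%. The share with a GABA gene rose from E14 to P0 in both, from 26.5% to 29.6% in run 1, where the intervals overlapped, and from 28.2% to 34.3% in run 2. Gad2 CPM fell between those ages in run 1. Of the other transmitter genes, Th, which encodes the enzyme that starts dopamine synthesis, stood at 40.1 CPM at E11, 17.8 at E14, 10.7 at P0 and 35.8 at P7. Slc17a7 fell from 3.57 CPM at E11 to 0.145 at P7.

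Neurog2, which encodes a transcription factor of committed progenitors, was compared within intermediate progenitor-like cells, a class for which it was itself 1 of the naming markers. At 2000 UMIs it had a UMI in 1.12% (95% interval 0.486 to 2.20%) at E11, 3.03% (95% interval 2.43 to 3.73%) at E14, 6.12% (95% interval 4.30 to 8.41%) at P0 and 0.599% (95% interval 0.0152 to 3.29%) at P7. Unthinned shares were 4.07% at E11, 7.94% at E14, 7.87% at P0 and 1.80% at P7, at median depths of 13427, 7212.5, 9848.5 and 12019 UMIs. In CPM it stood at 7.73 at E11, 21.8 at E14, 84.0 at P0 and 2.53 at P7. Background shares were 0.704% in fibroblast-like cells at E11 and 0% in astrocyte-like cells at P7, at median depths of 10891.5 and 9291.5 UMIs. The share at E11 did not exceed the background beyond counting error. At that age Neurog2 was found more often outside the class, in 11.21% of neuron-like and 9.52% of radial glia-like cells. Giving each cell the class of its highest marker score gave 23.2% at E11, 9.36% at E14, 9.79% at P0 and 0.361% at P7, which moved the shares at E11 and E14 most. At P0 standardising markers over all cells moved it most, to 11.7%. E11 was highest by the per-cell class, so no order of ages was read. E11 run 1 and P0 run 1 held almost no intermediate progenitor-like cells. In the runs numbered 2, Neurog2 had a UMI in 0.985%, 2.54% and 6.18% at E11, E14 and P0.

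Neuropeptide genes mark the mature neurons of this tissue, and 30 of them were fixed in advance. In summed neuron-like cells they reached 392 CPM (95% interval 386 to 399) at E11, 753 (95% interval 748 to 758) at E14, 1559 (95% interval 1550.1 to 1567) at P0 and 7042 (95% interval 7020.1 to 7064) at P7. The mean of per-cell CPM, the alternative that moved the sum most at E11, P0 and P7, gave 297 at E11, 713 at E14, 1321 at P0 and 5881 at P7. At E14 the class of the highest marker score of each cell moved it most, to 649 CPM. Within the runs numbered 1 the sum was 189, 464 and 3184 CPM at E11, E14 and P0, and within those numbered 2 it was 396, 758 and 1339, so it rose in both. The P7 sum lay above both P0 runs. The median log2 ratio of the list was 1.16 from E11 to E14, 1.25 from E14 to P0 and 1.53 from P0 to P7. Each median lay above those of all 10000 random lists of the same size matched on mean expression, which describes these libraries only. For CPM values of at least 50 in neuron-like cells, no counting interval reached further than 4.67% from the value, and for values of 5 to 50 the furthest was 15.3%.

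Avp, which encodes vasopressin, had 0 counts at E11. It stood at 53.0 CPM (95% interval 51.7 to 54.3) at E14, 554 at P0 and 2480.0 at P7, the highest level of the list. In neuron-like cells at P0 it was 1529 CPM in run 1 and 422 CPM in run 2. Npy rose from 6.78 CPM (95% interval 5.94 to 7.69) at E11 through 26.4 and 85.6 to 1152 at P7, and Ghrh from 7.12 through 24.7 and 54.9 to 686. Oxt was at 2.04 CPM (95% interval 1.60 to 2.57) at E11, lower at 0.322 CPM (95% interval 0.228 to 0.442) at E14, then 57.7 at P0 and 464 at P7, with 269 CPM in P0 run 1 and 29.1 in P0 run 2. Agrp reached 304 CPM at P7 from 23.3 at P0, Gal 230.2 from 54.97, Cck 374 from 96.2, Nts 144 from 30.005, Trh 96.9 from 25.2 and Tac2 78.0 from 8.69. Tac1 was close at those ages, with 77.1 and 84.8 CPM. Pomc stood at 231 CPM at E11, 121 at E14, 28.2 at P0 and 239 at P7 and Cartpt at 35.0 CPM at E11, 125 at E14, 25.6 at P0 and 126 at P7. Sst stood at 56.1 CPM at E11, 149 at E14, 114 at P0 and 358 at P7. Pmch was at 1.13 CPM at E11, 111 at E14, 151 at P0 and 19.4 at P7. Gnrh1 reached 57.0 CPM at P0, all but a trace of it from run 1, where 7 cells with at least 100 UMIs each held 96.5% of the 4674 counts of the run. Of the 16 genes of the list with at least 50 CPM at any age, 11 moved the same way from E11 to E14 within the runs numbered 1 as over both runs, where E11 run 1 held 89 neuron-like cells. Agrp and Ghrh moved the other way, and Avp, Gnrh1 and Tac2 had no counts there. From E14 to P0 it was 15 genes, with Sst the exception. Within the runs numbered 2 only Gnrh1, from E14 to P0, differed in direction.

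**Figure D3:**
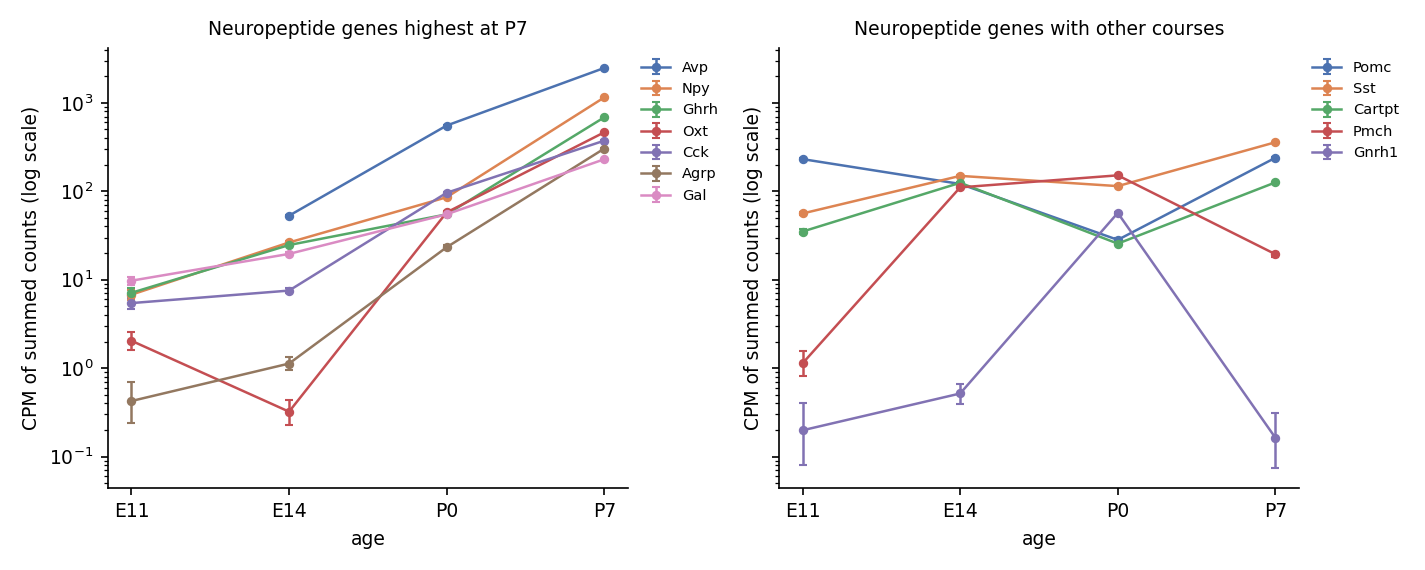
Points give the CPM of summed counts (log axis) of 7 neuropeptide genes that were highest at P7 (left) and of 5 with other courses (right) in neuron-like cells at each age; bars are 95% Poisson intervals and lines join 1 gene. Avp had 0 counts at E11 and is not drawn there, and Npy rose from 6.78 to 1152 CPM.

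The maturation list held genes of young neurons and of synapses and channels. In neuron-like cells Sox11 fell from 3977 CPM (95% interval 3957 to 3998) at E11 through 2879 at E14 and 1708 at P0 to 265 at P7, a log2 ratio of -3.90 between the first and last age. Igfbpl1 fell from 972 to 20.1 CPM, Nhlh2 from 619 to 50.9 and Neurod1 from 176 to 9.88. Sox4 was at 1770.3 CPM at E11, 1893 at E14, 1361 at P0 and 587 at P7. Syp, which encodes a synaptic vesicle protein, rose from 44.3 CPM (95% interval 42.2 to 46.6) at E11 through 107 and 128 to 691 at P7, a log2 ratio of 3.93. Syn1 went from 22.9 to 142 CPM, Camk2b from 5.39 to 203, and Meg3 from 2477 to 10946. Grin2b rose to 204 at P0 and stood at 195 at P7. Nefm did not follow either course, with 335 CPM at E11, 111 at E14, 55.3 at P0 and 101 at P7. Tubb2b, a member of a family of closely related genes whose counts are uncertain, was highest at E14 with 6884 CPM, and stood at 4452, 4231 and 4129 at E11, P0 and P7. Within the runs numbered 1, Sox11 was 2483, 2328 and 751 CPM at E11, E14 and P0, and Syp 16.9, 26.0 and 94.4. Within those numbered 2, Sox11 was 4008, 2888 and 1837, and Syp 44.9, 108 and 132. These directions held in both. The rise of Meg3 from E11 to E14 held in the runs numbered 2, from 2495 to 4477 CPM, and not in those numbered 1, where it went from 1598 to 1415. Camk2a rose from 14.8 to 61.8 CPM. Nefl stood at 261 CPM at E11, 173 at E14, 159 at P0 and 279 at P7, and Marcksl1 at 1005 CPM at E11, 1849.7 at E14, 1239 at P0 and 1455 at P7. Of the 16 genes of the list with at least 50 CPM, Camk2b and Marcksl1 besides Meg3 moved the other way within the runs numbered 1 from E11 to E14, and Marcksl1 and Tubb2b from E14 to P0. All moved the same way within the runs numbered 2. Weighting each cell equally moved the Sox11 ratio most, to -3.71.

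The time list held genes chosen because they differ between early and late progenitors of other brain regions. In radial glia-like cells Hmga2 fell from 257 CPM (95% interval 251 to 263) at E11 through 42.6 at E14 and 17.2 at P0 to 4.51 CPM (95% interval 2.52 to 7.43) at P7. The log2 ratio of P0 over E11 was -3.83, and leaving out the runs numbered 1, which moved it most, gave -3.43. Lin28b went from 59.2 to 0.601 CPM, Igf2bp1 from 311 to 0.601, Igf2bp2 from 129 to 12.02 and Igf2bp3 from 166 to 35.8. Ccnd1 was at 759 CPM at E11, 479.6 at E14, 74.9 at P0 and 129.5 at P7, and Shh at 123 CPM at E11, 26.0 at E14, 2.56 at P0 and 0 at P7. The nuclear factor I genes rose. Nfia stood at 31.4 CPM (95% interval 29.4 to 33.5) at E11, 231 at E14, 689 at P0 and 735 CPM (95% interval 706 to 765) at P7, with a log2 ratio of P0 over E11 of 4.41. Nfib stood at 85.4 CPM at E11, 472 at E14, 792 at P0 and 866 at P7, and Nfix at 8.54 CPM at E11, 197 at E14, 492 at P0 and 954 at P7. Zbtb20 was at 162 CPM at E11, 755 at E14, 1006 at P0 and 973 at P7 and Nr2f1 at 460.1 CPM at E11, 536 at E14, 461 at P0 and 290.3 at P7. In the runs numbered 1, Hmga2 was 308, 72.9 and 5.43 CPM at E11, E14 and P0, and Nfia 20.9, 109 and 785. In those numbered 2, Hmga2 was 254, 40.5 and 22.6, and Nfia 32.0, 239 and 644, in the same directions. E14 run 1 held 62 radial glia-like cells. Ccnd2 was at 415 CPM at E11, 383 at E14, 269.6 at P0 and 358 at P7, Nr2f2 at 364 CPM at E11, 468 at E14, 304 at P0 and 177 at P7, and Sox8 rose from 1.87 to 69.7 CPM. From E11 to E14 these genes moved the other way within the runs numbered 1. The 12 others of the 15 genes with at least 50 CPM held their direction within both run numbers, and from E14 to P0 all 15 did. For CPM values of at least 50 in this class no counting interval reached further than 13.9% from the value. The share of the class in clusters led by cell cycle genes differed between ages. Levels in this class, Ccnd1 and Ccnd2 among them, may partly follow that share.

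**Figure D4:**
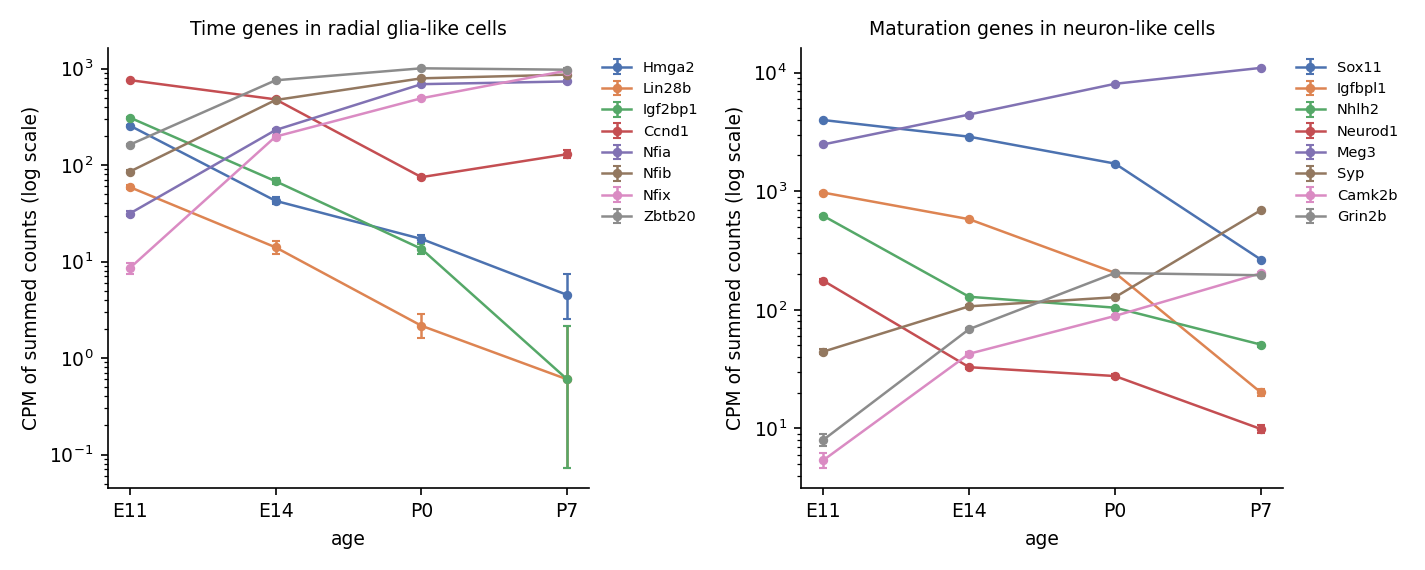
Points give the CPM of summed counts (log axis) of 8 time genes in radial glia-like cells (left) and 8 maturation genes in neuron-like cells (right) at each age; bars are 95% Poisson intervals and lines join 1 gene. Hmga2 fell from 257 to 4.51 CPM and Nfix rose from 8.54 to 954 in radial glia-like cells, and Sox11 fell from 3977 to 265 in neuron-like cells.

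Region genes, which mark parts of the hypothalamus and its neighbours, were compared in all 3 classes. Nkx2-1 stood at 117 CPM at E11, 142 at E14, 81.5 at P0 and 67.9 at P7 in radial glia-like cells, 412 CPM at E11, 309.6 at E14, 131 at P0 and 110.3 at P7 in intermediate progenitor-like cells, and 171 CPM at E11, 168 at E14, 156 at P0 and 132 at P7 in neuron-like cells. Six3 was at 233 CPM at E11, 309 at E14, 167 at P0 and 136 at P7 in radial glia-like cells. Dlx1 and Dlx2 were highest at E14 in radial glia-like cells, with 212 and 239.7 CPM, against 35.0 and 33.0 at E11 and 25.7 and 15.5 at P0. Foxd1 fell from 181 CPM at E11 to 35.8 at P7 in radial glia-like cells, and Six6 from 102 to 6.61. Isl1 fell from 485 to 7.59 CPM (95% interval 4.25 to 12.5) in intermediate progenitor-like cells. In neuron-like cells Otp was at 445 CPM at E11, 541 at E14, 93.7 at P0 and 106 at P7 and Lhx1 at 129.6 CPM at E11, 32.8 at E14, 114 at P0 and 109 at P7. Foxb1 rose from 1.64 CPM at E11 to 120.0 at P7, while Sim1 fell from 107 to 20.5. Isl1 was at 205 CPM at E11, 225 at E14, 204 at P0 and 124 at P7, Six3 at 194 CPM at E11, 230.4 at E14, 180.3 at P0 and 222 at P7, and Dlx1 at 139 CPM at E11, 124 at E14, 166 at P0 and 83.3 at P7.

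In intermediate progenitor-like cells Dlx1 stood at 290.4 CPM at E11, 349 at E14, 154 at P0 and 159 at P7, and Dlx2 at 215 CPM at E11, 402 at E14, 76.9 at P0 and 128 at P7. Foxd1 fell from 224 CPM at E11 to 24.8 at P7 and Six6 from 173 to 9.11. Dlx5 was highest at E14, with 139 CPM. Nkx2-2 rose from 22.9 CPM at E11 to 81.1 at P7 in radial glia-like cells, and Nkx2-4 stood at 94.2 CPM at E11, 51.5 at E14, 61.6 at P0 and 110.0 at P7 there. Hmx2 fell from 65.2 CPM at E11 to 21.3 at P7 in neuron-like cells. The directions of region genes from E11 to E14 depended on the run. In neuron-like cells 8 of the 16 genes with at least 50 CPM moved the same way within the runs numbered 1 as over both. Hmx2, Isl1, Lhx1, Nkx2-1, Otp and Six3 were among those that did not. In radial glia-like cells 10 of 13 did, without Nkx2-2, Nkx2-4 and Six3. From E14 to P0 the exceptions were Lhx1 and Six3 in neuron-like and Six3 and Six6 in radial glia-like cells. Every region gene at that level moved the same way within the runs numbered 2 as over both, in all 3 classes. Intermediate progenitor-like cells could be compared in run 2 only.

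Rax, through which the cells were labelled, and tdTomato, the label, were described over all cells and by class. Rax stood at 48.6 CPM (95% interval 47.1 to 50.1) at E11, 12.1 (95% interval 11.6 to 12.7) at E14, 27.0 (95% interval 26.1 to 27.9) at P0 and 24.3 (95% interval 23.4 to 25.2) at P7 over all cells, and tdTomato at 310.5 CPM (95% interval 307 to 314) at E11, 690.2 (95% interval 686 to 694) at E14, 599.8 (95% interval 595 to 604) at P0 and 1138 (95% interval 1132 to 1144) at P7. In the runs numbered 1, Rax was 19.8, 11.49 and 25.3 CPM at E11, E14 and P0, and in those numbered 2 51.8, 12.2 and 27.2. It was lowest at E14 in both, and E11 run 1 stood at 45.6 CPM without the fibroblast-like cells. tdTomato went from 147 to 542 CPM between E14 and P0 in the runs numbered 1 and from 704 to 609 in those numbered 2. These are opposite directions, and the minimum of 1 tdTomato UMI per cell in the runs numbered 1 bears on the first pair. Within radial glia-like cells Rax was 99.5 CPM at E11, 38.6 at E14, 34.9 at P0 and 27.3 at P7, and within neuron-like cells 13.5 at E11, 5.22 at E14, 7.20 at P0 and 4.97 at P7. In intermediate progenitor-like cells it was 52.3 at E11, 36.3 at E14, 41.9 at P0 and 77.4 at P7. Its highest level was in tanycyte-like cells, with 355 CPM at P0 and 260.4 at P7, a class for which Rax was itself 1 of the naming markers. In oligodendrocyte-like cells at P7 no Rax UMI was counted. tdTomato at P7 was highest in intermediate progenitor-like cells, at 2914 CPM, with 2616 in tanycyte-like, 1907 in radial glia-like and 692 in neuron-like cells. Weighting each cell equally moved Rax over all cells most at P0 and P7, to 32.3 CPM and 30.4 CPM. At E11 median-of-ratios scaling moved it most, to 52.4 CPM. A row for the Cre driver was not used here.

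Expression was then compared between neighbouring ages across genes with a mean of at least 50 CPM. The median size of the log2 ratio over all cells was 0.39 from E11 to E14, 0.30 from E14 to P0 and 0.29 from P0 to P7. In radial glia-like cells the medians were 0.29, 0.46 and 0.30, and in neuron-like cells 0.34, 0.27 and 0.32. Lowering the limit to a mean of 10 CPM moved these values most, to 0.43, 0.37 and 0.33 over all cells. Median-of-ratios scaling shifted the log2 ratios from E14 to P0 down by 0.16 over all cells, 0.15 in radial glia-like and 0.11 in neuron-like cells, and those of the other pairs by less than 0.1. The log2 ratios given here are on the CPM scale, with a pseudocount of 1 CPM, which understates the change of low genes.

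Over all cells from E11 to E14, the 5 highest log2 ratios were 4.04 for Zcchc12, 3.34 for Tmem130, 3.23 for Caly, 2.97 for Ntm and 2.96 for Fxyd7, and the 5 lowest were -4.81 for Hist1h1b, -4.64 for CT010467.1, -4.21 for Crabp1, -4.03 for Hmga2 and -3.40 for Crabp2. From E14 to P0 the highest were 7.69 for Apoe, 6.44 for Slc4a4, 6.15 for Ramp1, 6.09 for Sparcl1 and 5.40 for Slc6a11. Apoe went from 7.77 CPM (95% interval 7.35 to 8.21) to 1810.5 CPM (95% interval 1803 to 1818). The lowest were -2.71 for Hist1h1c, -2.68 for Hist1h2bc, -2.66 for Otp, -2.59 for Gm2694 and -2.44 for C130093G08Rik. From P0 to P7 the highest were 5.51 for Gpr37l1, 4.34 for Gpr17, 4.08 for Sox10, 3.98 for C1ql1 and 3.95 for Matn4, and the lowest -4.52 for CT010467.1, -3.46 for Gm26735, -3.43 for Igfbpl1, -3.36 for Pmch and -2.23 for Sox11. Ratios over all cells mix changes within classes with the changing shares of classes.

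Within radial glia-like cells the highest log2 ratios from E11 to E14 were 4.38 for Nfix, 3.99 for Mt2, 3.23 for Mapt, 3.00 for Gsx1 and 2.84 for Nfia, and the lowest -4.48 for CT010467.1, -3.28 for Crabp2, -3.09 for Hist1h1b, -2.68 for Gm42418 and -2.58 for Lars2. Nfix went from 8.54 CPM (95% interval 7.504 to 9.67) to 197 CPM (95% interval 189.5 to 205). From E14 to P0 they were 7.35 for Apoe, 6.80 for Ramp1, 6.51 for Sparcl1, 6.16 for Slc6a11 and 6.10 for Pla2g7 at the upper end and -4.08 for Mfng, -3.87 for Dlx2, -3.50 for Insm1, -3.40 for Dll3 and -3.36 for Igfbpl1 at the lower end. Apoe went from 31.0 CPM (95% interval 28.0 to 34.1) to 5231 CPM (95% interval 5201 to 5261), and Mfng from 126 CPM (95% interval 119.8 to 132) to 6.48 CPM (95% interval 5.48 to 7.62). From P0 to P7 the upper end held 3.99 for Gpr37l1, 2.94 for Agt, 2.57 for Tk1, 2.41 for Htra1 and 2.36 for Tesc, and the lower end -4.05 for CT010467.1, -3.82 for Dlk1, -2.95 for Rian, -2.63 for Meg3 and -2.44 for St8sia2. A cluster led by cell cycle genes held 19.9% of this class at P0 and 81.9% at P7. Another such cluster held 99.9% at E11 and 37.5% at E14. Ratios within the class may therefore mix changes within cells with the changing shares of these clusters.

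Within neuron-like cells the highest log2 ratios from E11 to E14 were 5.71 for Pmch, 4.45 for Chd5, 3.34 for Zcchc12, 3.28 for Nfib and 3.10 for AW551984, and the lowest -4.88 for CT010467.1, -4.33 for Crabp1, -3.96 for Crabp2, -3.77 for Ppp1r14a and -3.41 for Lhx9. Pmch went from 1.13 CPM (95% interval 0.810 to 1.54) to 111 CPM (95% interval 109 to 113). From E14 to P0 the highest were 4.02 for CT010467.1, 3.51 for Cck, 3.36 for Avp, 2.88 for Selenom and 2.27 for Tenm1, and the lowest -3.81 for Hist1h1c, -3.48 for Hist1h2bc, -2.52 for Otp, -2.45 for Gm2694 and -2.44 for C130093G08Rik. Otp went from 541 CPM (95% interval 536 to 545) to 93.7 CPM (95% interval 91.6 to 95.9). From P0 to P7 the highest were 3.73 for Npy, 3.65 for Agrp, 3.62 for Ghrh, 3.43 for Gpx3 and 3.35 for Arhgap36, and the lowest -4.68 for CT010467.1, -3.38 for Gm26735, -3.29 for Igfbpl1, -2.90 for Pmch and -2.68 for Sox11. Npy went from 85.6 CPM (95% interval 83.6 to 87.7) to 1152 CPM (95% interval 1143 to 1161).

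The direction of these genes was checked within runs for the pairs that both run numbers cover. Within the runs numbered 2, all 10 genes of each of those comparisons kept their direction. This was close to fixed in advance, since the genes were picked from both runs together and run 2 supplied most cells of each age. Within the runs numbered 1, 8 of 10 did so from E14 to P0 over all cells, the exceptions being Hist1h1c and Hist1h2bc. From E11 to E14 it was 8 of 10 in radial glia-like cells, without CT010467.1 and Gm42418, and 9 of 10 in neuron-like cells, without Lhx9. The other comparisons had no exception. Without the fibroblast-like cells of E11 run 1 the 10 genes named over all cells from E11 to E14 also kept their direction. CT010467.1 differed between runs of the same age, with 2.13, 1.28 and 2.48 CPM in the runs numbered 1 and 306, 10.3 and 239 in those numbered 2, in the order E11, E14 and P0. Gm42418 was at 15.6, 13.8 and 22.7 CPM in the runs numbered 1 and 3025, 447 and 1429.5 in those numbered 2, and Lars2 at 5.64, 6.13 and 7.77 CPM in the runs numbered 1 and 162, 23.8 and 57.2 in those numbered 2. The ratios of these 3 genes were therefore not read as differences between ages. Hist1h1b, Hist1h1c and Hist1h2bc belong to a family of near-identical genes, Mt2 has a close relative, and several predicted genes overlap others. How the counting assigned such reads, and whether it used strand, is not stated, so their values are uncertain.

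The last comparison asked how many kinds of neuron-like cells each age held. In 20 draws of 1000 neuron-like cells per age, each thinned to 2000 UMIs, the effective number of clusters had a median of 6.27 at E11 (range 4.98 to 8.42), 6.08 at E14 (range 4.95 to 7.31), 4.02 at P0 (range 3.57 to 5.14) and 5.67 at P7 (range 4.97 to 6.45). The ranges cover the drawing of cells only. The ranges of all 4 ages overlapped, and the median was lowest at P0. Resolution 2 moved these values most, to 10.3 at E11, 12.2 at E14, 8.61 at P0 and 11.8 at P7. At resolution 0.5 the order changed, with 4.29 at E11, 3.09 at E14, 3.54 at P0 and 3.05 at P7, so P0 was no longer lowest. With the runs numbered 1 left out the values were 6.30 at E11, 5.82 at E14, 4.85 at P0 and 5.47 at P7.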

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

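Of the tests in this part, those on the tdTomato level and rate of the fibroblast-like cells were chosen after the result was seen. For E14 run 1, the use of radial glia-like in place of all cells and of the shift of a single age was also chosen then.

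Most cells of E14 run 1 clustered with those of E11. Of its 356 cells, 333 lay in those of the 44 clusters before splitting where E11 cells outnumbered cells of E14 run 2, which is 93.5% (95% interval 90.5 to 95.9%), against 2.82% of the 16794 cells of E14 run 2. Over the 90 clusters after splitting it was 263 cells or 73.9% (95% interval 69.0 to 78.4%). The grouping was also one by run number. A single cluster before splitting held 271 of the cells of E14 run 1, together with 176 cells of E11 run 1, 12 of E11 run 2 and 2 of E14 run 2. Where a run lies among the other ages was no part of the comparisons between ages. Over genes that differed 2-fold between E11 run 2 and E14 run 2, the share at which E14 run 1 stood nearer to E11 was 55.7% of 221 genes in radial glia-like cells and 54.8% of 314 in neuron-like cells. For E11 run 1 itself the shares were 86.4% and 73.2%. Hbb-y, an embryonic haemoglobin gene, was at 88.4 CPM in E14 run 1, 241 in E11 run 2 and 1.22 in E14 run 2. It stood nearer to E11 in log2 and nearer to E14 in CPM. Hmga2 was at 23.8, 114 and 6.80 in the same order, nearer to E14. Nfia was at 66.1, 17.3 and 76.1, also nearer to E14, and Nfix at 12.3, 4.48 and 65.8, nearer to E11. These 4 genes were chosen after their values were seen.

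A candidate explanation is that this run held cells of an age near E11, and another is a batch that the runs numbered 1 share. To part them, the shift of run 1 against run 2 at E11 and P0 was taken away. The share of genes nearer to E11 then became 73.6% in neuron-like cells (95% interval 68.3 to 78.4%) and 62.0% in radial glia-like cells (95% interval 55.2 to 68.4%), where a younger age needs over 50%. These values are consistent with cells of an age near E11. All cells together were not used, because E11 run 1 was mostly fibroblast-like and its shift is one of classes. Over all cells the share was 43.8% of 447 genes (95% interval 39.2 to 48.6%), below the 50% that a younger age needs. It was 30.9% with the shift of E11 alone and 62.6% with that of P0 alone. A shared batch is not excluded, and the explanations cannot be told apart on these values. With the shift of E11 alone the share in radial glia-like cells was 51.1% (95% interval 44.3 to 57.9%), and with that of P0 alone 69.2%. In neuron-like cells these were 72.3% and 67.8%. E14 run 1 held 62 radial glia-like cells, and whether the shift of its batch equals that at the other ages is not known. A shared batch has other marks in these libraries, since Gm42418 was at 15.6, 13.8 and 22.7 CPM in the runs numbered 1 and at 3025, 447 and 1429.5 in those numbered 2. All cells of the runs numbered 1 also had at least 1 UMI of the label. The age within the labels, E14 as given, stays among the open explanations and was not tested.

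Fibroblast-like cells made up 57.4% of E11 run 1 (95% interval 53.7 to 61.0%) and 0.228% of E11 run 2, and the design had asked nothing about this class. They carried Col3a1 at 138 CPM against 6.39 in the other named cells of the run, Twist1 at 60.4 against 2.13, and Rax at 3.10 against 57.5. Doublets of mesenchymal with neural cells are argued against, since such cells would carry neural RNA. The higher of their neuron and radial glia marker levels was 0.263 of that in the other named cells, with neuron markers at 336 against 3901 CPM. Whether cells outside the labelled lineage had passed the sort was first put to the level of tdTomato, which was 0.598 of that in the other named cells. By the limit of 0.5 set for that test this value speaks against such cells. It is left open here, because every cell of the run has at least 1 tdTomato UMI, a minimum that holds the ratio up and was noticed after the test was set. Freed of that minimum by a zero-truncated Poisson fit, the tdTomato rate was 22.1 CPM (95% interval 16.9 to 28.2) in fibroblast-like cells and 112 (95% interval 96.6 to 128) in the other named cells, a ratio of 0.198. Exactly 1 tdTomato UMI was found in 370 of the 416 fibroblast-like cells. This is consistent with unlabelled cells of surrounding tissue that were kept because a background UMI of the label was counted in them. A low rate of the label in truly labelled mesenchymal cells stays open. No biological explanation was tested, since the design names none for this class.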

How the results depend on the processing

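In this part, the alternatives that standardised markers over all cells, required at least 5000 UMIs per cell, left out the runs numbered 1 or the fibroblast-like cells, or used resolution 0.5 for transmitter genes were chosen after seeing the data. With no replicates, a value is said to move when it leaves the 95% counting interval of its main value, which is narrow at this depth. For diversity the range over draws takes its place, and a median ratio size, which has no interval, moves when it differs by 0.005 or more.

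Over 4729 comparisons of 901 results with an alternative, 2829 stayed within that interval and 1900 moved. Changes of sign are not counted, since the ratios followed were too large for it. By family, 192 of 517 comparisons of class shares moved, 72 of 105 of cycling shares, 91 of 155 of transmitter shares, 15 of 30 of Neurog2 shares, 1129 of 3098 of gene levels, 104 of 224 of Rax and tdTomato levels, 248 of 520 of ratios of named genes, 38 of 61 of median ratio sizes and 11 of 19 of diversity values. Beyond what the construction of an alternative shows, the cause of each move was not tested.

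Class shares moved under 10 alternatives. Leaving out the fibroblast-like cells gave radial glia-like shares of 34.7% at E11, intermediate progenitor-like shares of 15.2% at E11, and neuron-like shares of 47.9% at E11, and only the E11 shares could move. Resolution 0.5 gave radial glia-like shares of 15.8% at E14, 28.8% at P0 and 4.72% at P7, intermediate progenitor-like shares of 16.1% at E11, 0.851% at E14, 0.381% at P0 and 0% at P7, and neuron-like shares of 82.6% at E14 and 30.6% at P7. Resolution 2 gave radial glia-like shares of 16.3% at P0, intermediate progenitor-like shares of 15.3% at E11, 20.8% at E14 and 3.92% at P0, and neuron-like shares of 42.4% at E11 and 69.7% at E14. Keeping the listed genes among the variable genes gave radial glia-like shares of 27.9% at E11, 6.28% at E14, 23.0% at P0 and 5.01% at P7, intermediate progenitor-like shares of 23.4% at E11, 13.7% at E14 and 4.01% at P0, and neuron-like shares of 36.9% at E11. Leaving out called doublets and clustering anew gave radial glia-like shares of 17.7% at P0, intermediate progenitor-like shares of 21.9% at E14, and neuron-like shares of 61.7% at E14 and 62.5% at P0. Giving each cell the class of its own highest marker score gave radial glia-like shares of 18.3% at E11, 8.78% at E14, 14.4% at P0 and 3.75% at P7, intermediate progenitor-like shares of 20.9% at E11, 15.2% at E14, 7.19% at P0 and 3.11% at P7, and neuron-like shares of 35.1% at E11, 33.8% at E14 and 48.0% at P0. With 50 principal components there were radial glia-like shares of 5.94% at E14, intermediate progenitor-like shares of 18.3% at E14, and neuron-like shares of 68.9% at E14 and 30.8% at P7. Standardising markers over all cells gave radial glia-like shares of 18.9% at E11, 4.12% at E14, 25.2% at P0 and 4.28% at P7, intermediate progenitor-like shares of 67.6% at E11, 13.2% at E14, 2.40% at P0 and 0.247% at P7, and neuron-like shares of 0.450% at E11 and 81.6% at E14. Cells with at least 5000 UMIs gave radial glia-like shares of 19.8% at P0 and 4.12% at P7, intermediate progenitor-like shares of 19.0% at E14, 0.918% at P0 and 0% at P7, and neuron-like shares of 46.2% at E11, 68.6% at E14, 63.1% at P0 and 31.4% at P7. Without the runs numbered 1 and clustered anew, there were radial glia-like shares of 34.7% at E11, 13.6% at P0 and 2.38% at P7, intermediate progenitor-like shares of 18.9% at E14 and 5.97% at P0, and neuron-like shares of 49.7% at E11, 65.1% at E14 and 62.5% at P0. In the last case P7 itself held the same cells, so its shares moved because clusters were drawn from other cells. Neuron-like cells outnumbered radial glia-like and intermediate progenitor-like cells at E14 and P0 under all of these, and radial glia-like cells stayed fewer at E14 than at P0. The neuron-like share did not rise from E11 to E14 with the per-cell class, and did not fall from E14 to P0 with that class or with called doublets left out. The per-cell class takes away the mean of each run, so it cannot settle a difference in shares between ages. The intermediate progenitor-like share was lower at E14 than at E11, the reverse of the main values, at resolution 0.5, with the listed genes kept, with the per-cell class and with markers standardised over all cells.

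Cycling shares followed depth by construction, since a deeper cell shows more UMIs. They were 14.8% at E11, 2.83% at E14, 4.42% at P0 and 8.16% at P7 at 1000 UMIs, 31.3% at E11, 6.05% at E14, 7.77% at P0 and 15.9% at P7 at 4000 UMIs, and 47.8% at E11, 9.48% at E14, 10.6% at P0 and 23.2% at P7 without thinning. Requiring at least 2 UMIs lowered them to 10.97% at E11, 1.80% at E14, 3.67% at P0 and 6.48% at P7, and leaving out the runs numbered 1 gave 19.9% at E11. Without the fibroblast-like cells the share was 20.2% at E11. E11 stayed highest and E14 lowest in each.

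The GABA share among neuron-like cells with 1 kind of transmitter gene fell with depth. It was 77.9% at E14, 74.6% at P0 and 72.2% at P7 at 1000 UMIs, 52.6% at E11, 71.1% at E14, 71.0% at P0 and 66.6% at P7 at 4000 UMIs and 42.7% at E11, 62.6% at E14, 66.7% at P0 and 66.5% at P7 without thinning. Requiring at least 2 UMIs gave 75.1% at E11, 91.3% at E14, 84.8% at P0 and 77.5% at P7. The per-cell class gave 79.0% at E14 and 71.0% at P0, and resolution 0.5 gave 81.5% at E14. E11 stayed lowest in each, while without thinning E14 fell below P0 and P7.

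The share of intermediate progenitor-like cells with a Neurog2 UMI was 1.52% at E14, 4.196% at P0 and 0% at P7 at 1000 UMIs, 5.03% at E14 at 4000 UMIs, 4.07% at E11 and 7.94% at E14 without thinning and 0.281% at E11, 0.847% at E14 and 0% at P7 where at least 2 UMIs were required. It was 23.2% at E11, 9.36% at E14 and 9.79% at P0 with the per-cell class and 10.6% at E11, 4.76% at E14 and 11.7% at P0 with markers standardised over all cells, so it rested on which cells were given that class.

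Levels moved, while the summed neuropeptide level rose from age to age and Rax stayed highest at E11 and lowest at E14 in each alternative. Median-of-ratios scaling gave a summed neuropeptide level of 405 CPM at E11, 783 at E14, 1504 at P0 and 6799.6 at P7 and log2 ratios of 3.84 for Syp, -3.999 for Sox11, -4.02 for Hmga2 and 4.22 for Nfia. The mean of per-cell CPM gave a summed neuropeptide level of 297 CPM at E11, 713 at E14, 1321 at P0 and 5881 at P7 and log2 ratios of -3.71 for Sox11. The per-cell class gave a summed neuropeptide level of 482 CPM at E11, 649 at E14, 1416 at P0 and 6764 at P7 and log2 ratios of -3.82 for Sox11, -4.09 for Hmga2 and 4.204 for Nfia, leaving out doublets a summed neuropeptide level of 768 CPM at E14 and 7095 at P7, and leaving out the runs numbered 1 a summed neuropeptide level of 758 CPM at E14 and 1339 at P0 and log2 ratios of -3.43 for Hmga2 and 4.29 for Nfia. The ratios are those of P7 over E11 for Syp and Sox11 and of P0 over E11 for Hmga2 and Nfia. Over all cells, median-of-ratios scaling put Rax at 52.4 CPM at E11, 13.0 at E14, 25.8 at P0 and 22.1 at P7 and tdTomato at 335 CPM at E11, 737 at E14, 574 at P0 and 1033 at P7. The mean of per-cell CPM put Rax at 13.1 CPM at E14, 32.3 at P0 and 30.4 at P7 and tdTomato at 316 CPM at E11, 712 at E14, 611 at P0 and 1195 at P7, and leaving out the runs numbered 1 put Rax at 51.8 CPM at E11 and tdTomato at 331 CPM at E11, 704 at E14 and 609 at P0. Without the fibroblast-like cells there was Rax at 51.6 CPM at E11 and tdTomato at 325 CPM at E11.

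The median size of the log2 ratio over all cells was 0.33 from E14 to P0 and 0.30 from P0 to P7 with median-of-ratios scaling, 0.38 from E11 to E14 and 0.31 from P0 to P7 with the mean of per-cell CPM, 0.37 from E11 to E14, 0.29 from E14 to P0 and 0.28 from P0 to P7 with a pseudocount of 5 CPM, 0.43 from E11 to E14, 0.37 from E14 to P0 and 0.33 from P0 to P7 with a limit of 10 CPM, and 0.31 from E14 to P0 and 0.31 from P0 to P7 without the runs numbered 1. Of the 90 named gene and comparison pairs, 89 were named again with median-of-ratios scaling, which shifts the ratios of a comparison nearly alike and so could change little, 83 with the mean of per-cell CPM, 86 without doublets, 80 with a pseudocount of 5 CPM, 43 with a limit of 10 CPM and 79 without the runs numbered 1. The per-cell class could change only the 60 pairs within classes, of which 45 were named again. Leaving out the fibroblast-like cells could change only the 10 pairs over all cells from E11 to E14, and 10 were named again.

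The effective number of neuron-like clusters was 4.29 at E11, 3.09 at E14, 3.54 at P0 and 3.05 at P7 at resolution 0.5, 10.3 at E11, 12.2 at E14, 8.61 at P0 and 11.8 at P7 at resolution 2 and 4.94 at E14, 3.55 at P0 and 4.69 at P7 at 1000 UMIs. A higher resolution gives more clusters by construction. P0 was lowest in each alternative but resolution 0.5. The planned filter removed no cell and so shows nothing about these results. Cell numbers limit others. E11 run 1 held 89 neuron-like cells, E14 run 1 62 radial glia-like cells and P7 167 intermediate progenitor-like cells.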

Other observations

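Of the tests in this part, the one on Top2a and Mki67 was chosen after the result was seen.

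Ependymal-like cells at P7 carried RNA of some cell cycle genes and not of others. Over 497 cells with a median depth of 18831 UMIs, Top2a stood at 459.5 CPM, Cdk1 at 257, Cenpf at 189 and Ccnb1 at 104, while Mki67 stood at 11.12, Mcm2 at 3.67, Mcm5 at 3.89 and Pcna at 21.0. In radial glia-like cells of the same library Top2a was at 819 CPM and Mki67 at 470.3, with Mcm2 at 81.7 and Pcna at 194. At 2000 UMIs per cell, Top2a had a UMI in 43.7% and Mki67 in 2.62% of ependymal-like cells. RNA from dividing cells, brought by doublets or as free RNA, would bring Mki67 along. The ratio of Mki67 to Top2a counts was 0.0242 in ependymal-like cells, against 0.575 in radial glia-like and 0.538 in oligodendrocyte precursor-like cells, and 0.0116 with called doublets left out, which argues against that source. The cells also carried Ccno at 602 CPM, Deup1 at 736, Mcidas at 81.9 and Plk4 at 116, genes of centriole formation in cells with many cilia, chosen after their values were seen. In radial glia-like cells these were at 4.51, 1.502, 0 and 69.4 CPM. A hypothesis is that part of this class was forming multiple centrioles with cell cycle genes switched on outside division. It may also be that the class holds cells late in a last division, which was not tested. P0 held 47 such cells, too few to compare.

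Cells with UMIs of both Xist and a Y-linked gene were found in the runs that held both sexes. E11, E14 and P0 runs 2 held 209, 1218 and 620 of them, and cells with at least 2 UMIs of each made up 1.44%, 1.88% and 1.81%. Doublets of a female and a male cell would have more UMIs and be called more often. In 3 of 3 runs the median was higher, at 18659, 11890 and 12869 against 15444, 8416 and 10200 UMIs in cells with 1 sex alone, and the called share was higher, at 14.8%, 27.3% and 7.90% against 1.04%, 6.54% and 1.18%. Free RNA could give the same cells, and deeper cells catch more of it. With every cell at 2000 UMIs, the called share was higher beyond its counting interval in 2 of 3 runs, at 37.5%, 26.3% and 5.88% against 1.48%, 8.30% and 1.77%. In the third run it was higher within overlapping intervals, a separation that the test as first written had not demanded. Doublets may therefore account for part of these cells, and free RNA cannot be told apart from them for the rest, since most were not called. No biological explanation was tested.

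CT010467.1 fell, rose and fell again between ages in neuron-like cells, with log2 ratios of -4.88, 4.02 and -4.68. Ribosomal RNA sequence counted in some libraries is a candidate explanation, which predicts that other genes holding such sequence move alike. Gm42418 had log2 ratios of -2.80, 1.25 and -1.44, and Lars2 of -2.75, 1.02 and -0.46, so 6 of 6 comparisons moved the same way. The test had been written for 9 comparisons with at least 8 alike. A gene meant for the other comparisons was not used here, so it rests on fewer. The level differed between runs of the same age, as given above. Within the runs numbered 2 it differed between ages as well. A difference in library preparation or counting between runs is open as its source, and no biological explanation was tested.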
